# Requirement of Leukemia Inhibitory Factor or Epidermal Growth Factor for Pre-Implantation Embryogenesis via JAK/STAT3 Signaling Pathways

**DOI:** 10.1371/journal.pone.0153086

**Published:** 2016-04-20

**Authors:** En-Hui Cheng, Jer-Yuh Liu, Tsung-Hsein Lee, Chun-Chia Huang, Chung-I Chen, Lii-Sheng Huang, Maw-Sheng Lee

## Abstract

Leukemia inhibitory factor (LIF) plays a key role in the survivability of mouse embryos during pre-implantation. In this study, we verified the role of LIF by detecting gene expression in morula stage embryos through DNA microarray. Our results showed that LIF knockdown affected expression of 369 genes. After LIF supplementation, the epidermal growth factor (EGF) is most affected by LIF expression. To observe the correlation between LIF and EGF, the LIF knockdown embryos were supplemented with various growth factors, including LIF, EGF, GM-CSF, TGF, and IGF II. Only LIF and EGF caused the rate of blastocyst development to recover significantly from 52% of control to 83% and 93%, respectively. All of the variables, including the diameter of blastocysts, the number of blastomeres, and cells in ICM and TE, were almost restored. Moreover, EGF knockdown also impaired blastocyst development, which was reversed by LIF or EGF supplementation. The treatment with various signaling suppressors revealed that both EGF and LIF promoted embryonic development through the JAK/STAT3 signaling pathway. These data suggest that the EGF and LIF can be compensatory to each other during early embryonic development, and at least one of them is necessary for sustaining the normal development of pre-implantation embryos.

## Introduction

Leukemia inhibitory factor (LIF) is a cytokine that regulates the survival, differentiation, and proliferation of various cells, both in adults and in embryos [1–4]. LIF is involved in various reproductive processes, including sperm enhancement, regulation of ovulation, as well as blastocyst formation, hatching, and implantation in embryos [5–8].

An experiment that co-cultured mouse embryos with human oviductal cells to produce a cocktail of embryo nourishing factors, including LIF, resulted in maintained mitochondrial function, decreased apoptosis in the embryo, and a higher rate of blastocyst formation compared with those in mouse embryos without co-culture [9–11]. Several reports also support the effect of LIF supplementation on blastocyst formation [12–15]. Our previous study also showed that LIF deficiency can significantly decrease the survivability of embryos during four-cell, morula, and blastocyst development [16]. These findings strongly suggest that LIF is a critical factor for normal development of embryos in the pre-implantation stages. Although the role of LIF during implantation has been widely investigated, the mechanism through which it functions during pre-implantation embryogenesis remains unclear.

LIF exerts its biological effects by interaction through its specific LIF receptor (LIFR) [17]. Expression of LIFR has been demonstrated in all pre-embryonic stages from the 2-cell stage to the expanded blastocysts [18]. LIF binds to the LIFR and can react with glycoprotein 130 (gp130), which are both situated on a receptor complex known to activate the Janus kinase/signal transducer and activator of transcription 3 (JAK/STAT3), mitogen-activated protein kinase (MAPK), and phosphatidylinositol-3 kinase (PI3K) signaling pathways [19]. Furthermore, STAT3-deficient mouse embryos exhibit a rapid degeneration during embryogenesis [20], and the LIF-JAK-STAT3 signaling pathway sustains self-renewal in mouse embryonic stem cells [21–22], which suggests the importance of the STAT3 pathway, one of the pathways directly induced by LIF. However, the specific signaling pathway induced by LIF in pre-implantation embryo development remains unknown. Other downstream LIF pathways in pre-implantation embryo development need investigation.

In this study, DNA microarray assay was used to detect gene expression in morula stage embryos to verify the role of LIF in embryonic development, especially before implantation. Various signaling suppressors were employed to test the significant signaling pathways. The critical roles of LIF and epidermal growth factor (EGF) in modulating the JAK/STAT3 signaling pathway in embryogenesis are discussed.

## Materials and Methods

### siRNA Plasmid Construction

The sequence of the 19-nucleotide siRNA-LIF duplex from the murine LIF gene (GenBank accession no. NM_008501) corresponding to the coding regions as indicated was designed and constructed by Thermo Fisher Scientific OPEN BIOSYSTEMS, INC. CA. The sequences designed to produce hairpin RNAs identical to the oligonucleotide siRNA duplex sequences are as follows (3798.3816): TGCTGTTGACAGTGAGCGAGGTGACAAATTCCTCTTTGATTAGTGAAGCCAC; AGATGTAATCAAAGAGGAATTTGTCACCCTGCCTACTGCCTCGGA. LIF siRNA duplex sequences are as follows: sense 5’-[CCAGAUCAAGAAUCAACUG]_RNA_ [TT]_DNA_, antisense 5’-[CAGUUUGAUUCUUGAUCUGG]_RNA_ [TT]_DNA_. LIF siRNA was manufactured by MWG Biotech AG, USA. The LIF siRNA was dissolved in siMAX Universal buffer (30mM HEPES, 100 mM KCl, 1mM MgCl_2_, pH7.3) and diluted by normal saline before microinjection. EGF SiRNA was puchased from Santa Cruz Biotechnology, (CA, USA)

### Oligonucleotides

Morpholino oligonucleotides were provided by Gene Tools, LLC (Phi-lomath, OR). Preparation of the LIF antisense oligonucleotide and nonsense oligonucleotide was performed as a previously published paper [16]. The stability of these oligos was determined by injecting fluorescein isothiocyanate-labeled preparations into mouse embryo and observing the results under a fluorescence microscope.

### Animals

All mice were obtained from the National Laboratory Animal Center (Taipei, Taiwan). The mice were housed in humidity- (40–60%) and temperature- (22 ~26°C)-controlled rooms and maintained on a 12L:12D photoperiod and given food and water ad libitum. All procedures were approved by the Chung-Shan Medical University Institutional Animal Care and Use Committee and were performed in accordance with the Guiding Principles for the Care and Use of Laboratory Animals.

### Preparation of Embryos

Preparation of embryos was performed as a previously published paper [16]. Zygotes were collected from the oviducts of female mice successfully mated in the laboratory and placed into wells with fresh human tubal fluid medium. Embryos in the two-pronucleus (2PN) stage were obtained by incubating the zygotes in an atmosphere with 5% CO2 at 37°C for 4 h.

### Microinjection of siRNA or Oligonucleotides

Microinjection was performed as a previously published paper [16] with some modifications. In the experimental group, the embryos were either injected with 1pl of 1.5 fmole LIF or 1.0 fmole EGF siRNA into the cytoplasma or 1pl of 2.0 fmole oligonucleotide into the male pronucleus. The embryos injected with scrambled siRNA (1pl of 1.5 fmole), or nonsense oligonucleotide (1pl of 2.0 fmole) act as a positive control. The embryos were then incubated in an atmosphere of 5% CO2 at 37°C and monitored daily using an optical microscope.

### Immunocytochemistry

Embryos were recovered from the culture medium and freed of zona pellucida by brief exposure to acidic Tyrode solution [23]. After washing three times with phosphate-buffered saline (PBS), the embryos were placed onto microscope slides and fixed in 2% formalin for 15 min. The embryos were washed in PBS and incubated in a blocking solution (10% fetal calf serum, 0.5% Tween 20, 0.02% sodium azide in PBS) for 1 h. After incubating with an affinity-purified rabbit antipeptide antibody preparation specific to LIF (1 μg/ml) (Chemicon, VIC, Australia) at 4°C overnight, the embryos were washed with the blocking solution for 10 min.

Immunostaining was performed using the VECTASTAIN ABC kit (Vector Laboratories, Burlingame, CA). The embryos were incubated with biotinylated anti-rabbit IgG (1 μg/ml) at 25°C for 1 h. The embryos were then incubated with avidin-biotinylated horseradish peroxidase at 25°C for 1 h. After washing with TBST buffer (50 mM Tris-HCl, 0.025% Tween 20, pH 7.8) five times, the embryos were treated with 3,3′-diaminobenzidine substrate (Sigma-Aldrich Co., MO) for 20 min. The embryos were dehydrated through graded alcohol and mounted with glycerol. Results of immunostaining were observed using phase-contrast microscopy. The visible staining indicated the immunoreactive LIF protein sites. Corresponding nonspecific binding of embryos was shown by parallel incubation with the antibody preneutralized with excess antigenic peptide.

### DNA microarray

Total RNA was isolated from morula stage mouse embryos (n = 20) with LIF-siRNA injection or scrambled-siRNA injection by using TRIzol reagent (Life Technologies, Rockville, MD, USA), then loaded onto a Qiagen RNeasy column (Qiagen Inc, Valencia, CA, USA) for purification. Electrophoresis on a 1% agarose formaldehyde gel was utilized to determine the integrity of the RNA preparation. Total RNA (1.5–3 μg) was reverse transcribed with Superscript II RNase H- Reverse Transcriptase (Gibco BRL, Grand Island, NY, USA) to generate Cy5 (red) and Cy3 (green) fluorescent dye-labeled complementary DNA (cDNA) probes, respectively. The labeled probes were hybridized to Agilent Mouse Oligo Microarrays, a commercial cDNA microarray (Agilent Technologies, Taipei, Taiwan) containing 9652 immobilized cDNA fragments. Fluorescence intensities of Cy3 and Cy5 targets were measured and scanned separately using a Dig Luminescent Detection Kit (Roche, Taipei, Taiwan) and Fluor-S MAZ Multi-Imager System (Bio-Rad, Hercules, CA). Data analysis was performed using Agilent Feature extraction software Version A.6.1.1 (Agilent Technologies). The criteria for determination of differentially expressed genes were that the absolute value of the ratio of Cy5 to Cy3 was greater than two-fold (up-regulated) or less than 0.5-fold (down-regulated), and the signal value of fluorescence intensity of either Cy3 or Cy5 was greater than 1,000 intensity. The data discussed in this study have been deposited in the National Center for Biotechnology Information’s Gene Expression Omnibus and can be accessed through Gene Expression Omnibus Series accession number GSE71736 (http://www.ncbi.nlm.nih.gov/geo).

### Quantitative real-Time Reverse-Transcription-Polymerase-Chain-Reaction (RT-PCR)

Messenger RNA was extracted using a commercially available Dynabeads mRNA DIRECT Kit (Dynal Biotech ASA, Oslo, Norway). We added 120 μL of Lysis/Binding Buffer to the cumulus cells and inverted the tube repeatedly to obtain complete lysis. We transferred lysate to a vial and added 10 μL of Dynabeads Oligo (dT) 25. The beads were mixed with the sample lysate and incubated with continuous mixing for 3 to 5 minutes at room temperature to allow the poly (A) tail of the mRNA to anneal to the Oligo-dT on the beads. This vial was placed on a magnet for 2 minutes to attract the mRNA-attached beads to the bottom of the vial and then the supernatant was removed from the top of the vial. The beads/mRNA complex was washed twice with 240 μL of Washing Buffer A and once with 120 μL of Washing Buffer B at room temperature.

Messenger RNA on the beads underwent reverse transcription into single-stranded cDNA. The bead/mRNA complex was added to another vial for a final reaction volume of 30 μL: 17 μL of diethyl pyrocarbonate (DEPC)-treated water, 1 μL of RNaseOUT recombinant RNase inhibitor (40 U/μL, Invitrogen Corp., Carlsbad, CA, USA), 1 μL of dNTPs (10 mM each dATP, dGTP, dCTP and dTTP), 1 μL of Oligo (dT) 20 primer (50 μM, Invitrogen Life Tech, USA), 4 μL of 5X First-Strand Buffer (Invitrogen Corp, Carlsbad, CA, USA), 2 μL of DTT (0.1 M), and 1 μL of SuperScript III Reverse Transcriptase (200 U/μL). The reaction was carried out at 50°C for 1 hour, then at 70°C for 15 minutes, 4°C for 2 minutes, and 37°C for 20 minutes. Then the single-stranded cDNA was used for real-time PCR.

The standard used for the real-time PCR was a plasmid DNA that was previously cloned from the PCR product corresponding to β-actin cDNA (primer sequence were shown as forward-1, 5’-CATGTGCAAAGCCGGCTTC-3’, and reverse-1, 5’-ATAGGAGTCCTTCTGACCCAT-3’. The standard DNA was also amplified simultaneously with 5 or 10 times serial dilutions in duplicate. The same reaction mixture with no cDNA added was run as a negative control for each gene.

Reaction volumes of 25 μL contained 1 μL of cDNA, 12.5 μL of 2x HotSybr PCR Reaction Mix (NuStar Laboratory, USA), 5 μL of each gene-specific primer (0.2–0.5 μM, depending to different genes), and 6.5 μL sterile distilled water. The mixtures were subjected to thermal cycling using a 7300 Real-Time PCR System (Applied Biosystems, Foster City, CA, USA). The amplification program consisted of heating at 95°C for 5 min, followed by 95°C for 5 sec, a calculated temperature for 30 seconds depending on the Tm of the many primers used, and 72°C for 2 min for 50 cycles.

### Treatment of Growth Factors and Kinase Inhibitors

After the 2PN mouse embryos were injected with 1pl of 2.0 fmol LIF antisense oligonucleotide or (1.5fmole) LIF siRNA, the reproductive tract growth factors [LIF, insulin-like growth factor II (IGF-II), EGF, granulocyte macrophage colony-stimulating factor (GM-CSF), and transforming growth factor beta (TGFβ) purchased from the Company of the Sigma Aldrich] and kinase inhibitors [JAK inhibitor (JAK I-II), MEK inhibitor (PD98059), PI3K inhibitor (LY294002), and EGFR inhibitor (PD168393)] were added to the culture medium. We used the LD50 of development rate of blastocysts to be the final dosage for the inhibitors (S1 Table). These embryos were then incubated in an atmosphere of 5% CO_2_ at 37°C and monitored daily using an optical microscope.

### Differential Staining of Inner Cell Mass and Trophectoderm

Cells in the trophectoderm (TE) and inner cell mass (ICM) of the blastocysts were counted after differential staining of the nuclei as described in previous study[16]. The zona-free blastocysts were incubated for 10 min at 5°C in M16 medium (Sigma) containing 10 mM trinitrobenzenesulphonic acid, 4.0 mg/ml polyvinylpyrrolidone, and 0.015% Triton X-100. After washing in M2 medium (Sigma), the blastocysts were incubated in 0.1 mg/ml anti-dinitrophenol-BSA at 37°C for 15 min and washed three more times with the M2 medium. The blastocysts were then incubated in M2 medium containing a 1:10 dilution of guinea pig complement serum (Sigma) and 10.0 μg/ml propidium iodide (Sigma) at 37°C for 15 min and washed three times with Dulbecco PBS (Gibco). After fixing in absolute ethanol containing 22.0 μg/ml bisbenzimide (Sigma) at 5°C overnight, individual blastocysts were mounted in glycerol on microscope slides to inflate the dehydrated embryos and compressed manually before visualization by epi-fluorescence using the Nikon filter blocks UV-2A and G-2A. The trophectoderm exhibit fluorescence in red and the inner cell mass in blue; the cell numbers in the two areas of the embryos were counted.

### Statistical Analysis

Embryo development rates were expressed as percentages and compared using Chi-test. Data of the quantitative of gene expression were expressed as the mean ± standard deviation (SD) and statistical analysis was carried out using the Student t-test. All the analyses were performed using the Statistical Package for the Social Sciences (version 14.0; SPSS Inc, Chicago, IL). A confidence level of P < 0.05 was considered to be the limit of statistical significance for comparison purposes.

## Results

### Pre-implantation embryonic development was inhibited by LIF-siRNA

LIF-siRNA was performed (Table 1) to confirm the data from the LIF-antisense oligonucleotide treatment in the previous experiment [16]. Our research showed that LIF-siRNA had significantly inhibited the embryonic development from the morula stage into the blastocyst stage at 41.7% development rate. Furthermore, a visual observation through immunocytochemical analysis of LIF protein expression of siRNA-treated embryos in the blastocyst stage revealed affirmative signs of lowered LIF performance (Fig 1). These results correlate with the effect of the LIF-antisense oligonucleotide treatment.

**Fig 1:**
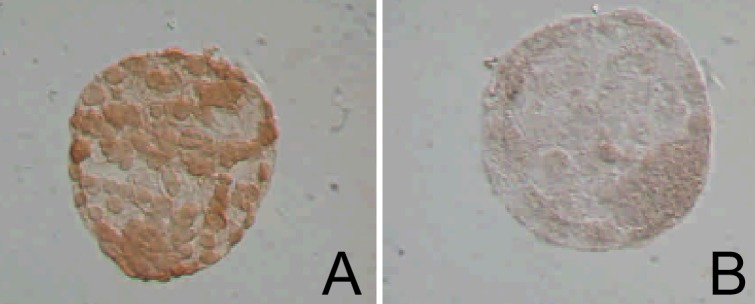
Immunocytochemical analysis of LIF protein expression on Days 5 in mouse embryos. (A) The blastocyst was from scrambled-siRNA treated group. (B) The blastocyst was from siRNA-LIF treated group. (200X).

**Table 1:** Percentages (%) of mouse embryos developing into different pre-implantation stages after microinjection of LIF-siRNA or scrambled-siRNA at the two-pronuclear stage.

	Untreated (n = 51)	Solution (n = 30)	scramble (n = 87)		LIF-siRNA (n = 24)
Two-cell	90.2	93.3		93.1	91.7
Four-cell	85.7	86.7		92.0	75.0
Morula	83.4	83.3		89.7	58.3^a^
Blastocyst	83.4	80.0		86.2	41.7^a^

^a^P<0.05 compared with the untreated group.

### Gene expression profiles of LIF-siRNA-treated embryos

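RNA from 20 LIF-siRNA-treated morulae was labeled with Cy5 and RNA from scrambled-siRNA-treated morulae with Cy3, and both were hybridized to the same cDNA microarray. The test was performed on 2 arrays with the same dye order, and the dyes were not swapped. Small interfering RNA (siRNA) lowers the transcript it matches, and the scrambled sequence serves as the control. The paper's methods give a dose of 1.5 fmol, the legends of S2 Table and S3 Table 2.0 fmol and the sample labels 1.0 fmol. A description among the labels names untreated embryonic stem cells and 4 replicates, unlike the paper and the titles of the samples, and the arrays were assigned by their titles, RNA sources and dyes. The authors deposited the output of Agilent Feature Extraction for each spot. It holds the brightness of both channels, the signal after background subtraction and dye normalization, the log10 ratio of Cy5 to Cy3 after rank-consistent lowess, and a p-value of that ratio from the error model of the software. Each array carried 8735 gene spots. The median signal over local background was 6.42 for Cy5 and 5.72 for Cy3 on array 1, and 6.60 for Cy5 and 4.83 for Cy3 on array 2. No gene spot was saturated. The deposited log ratios were converted to log2, control spots and 23 gene spots marked as outliers were left out, and 8079 probes well above background in at least 1 channel on both arrays were compared. Across these probes the log2 ratios of array 1 and array 2 had a Pearson r of 0.639 and a Spearman rho of 0.632. This is a correlation across genes, which are not independent replicates. Among the probes past the intensity threshold alone, Pearson r was 0.758. The log2 ratio had the same sign on both arrays for 73.5% of the probes, and the median SD between the arrays was 0.249. No spot of the array is named for LIF, so the targeted transcript could not be measured, and the number of arrays limits the precision of every ratio.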

The microarray test comparing gene expression profiles of LIF-siRNA-treated and scrambled-siRNA-treated mouse embryos were performed twice for each group to ensure consistency of gene expression data. The microarray data revealed 216 down-expression (S2 Table) and 153 up-expression genes (S3 Table), of which, four down-regulated genes (SOX2, PEMT, PDGFRA, and GJB5) and five up-regulated genes (CYP39a1, CST9, FABP2, EGF, and BRCA2) (Table 2) were found to be significantly varied in expression at the morula stage in LIF-deficient embryos. 

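The ratio of a gene was taken as the geometric mean over the 2 arrays, and its signal as the mean processed signal in either channel. With the stated criteria, a ratio above 2 or below 0.5 and a signal above 1000, there were 188 up-expression and 191 down-expression probes, each counted as 1 gene. Of 8735 gene spots, 3527 were past the signal threshold and free of outlier marks. Without the signal threshold the counts were 571 and 447, the largest change among the alternatives tried. These criteria use no test. In limma's test of the log2 ratio against 0 on the 2 arrays, 0 of the 8079 probes had a Benjamini-Hochberg adjusted p under 0.05, and 2478 had an unadjusted p under 0.05. The smallest adjusted p was 0.058. This count depended on the normalization and on the model of the variance, and was 1424 with each array centred on its median only. By the methods' t-test on the same values, 865 probes were under 0.05 before adjustment and 0 after it. The paper names that test for quantified gene expression, not among its array criteria. With 2 arrays it has 1 degree of freedom and could hardly call a probe after adjustment, so its 0 decides nothing. On data simulated for 8079 probes with 200 changed, limma called 0 of the 200 at a 2-fold change, 143 at 4-fold and 195 at 8-fold. Among probes past the criteria on the mean of the arrays, with a ratio past its threshold on both arrays, some of the highest and lowest ratios belonged to clones without a gene name (ESTs, RIKEN cDNAs, DNA segments and cloned mRNAs such as those of the 2-cell-stage gene family). With these and the genes of Table 2 left out, the highest mean log2 ratios were those of arginase type II (1.88), deiodinase iodothyronine type I (1.87), solute carrier family 27 member 2 (1.77) and nuclear receptor subfamily 2 group F member 2 (1.69). The lowest were those of Eph receptor A4 (-2.68), a zinc finger protein (-2.48) and E74-like factor 3 (-2.17).

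**Figure D1:**
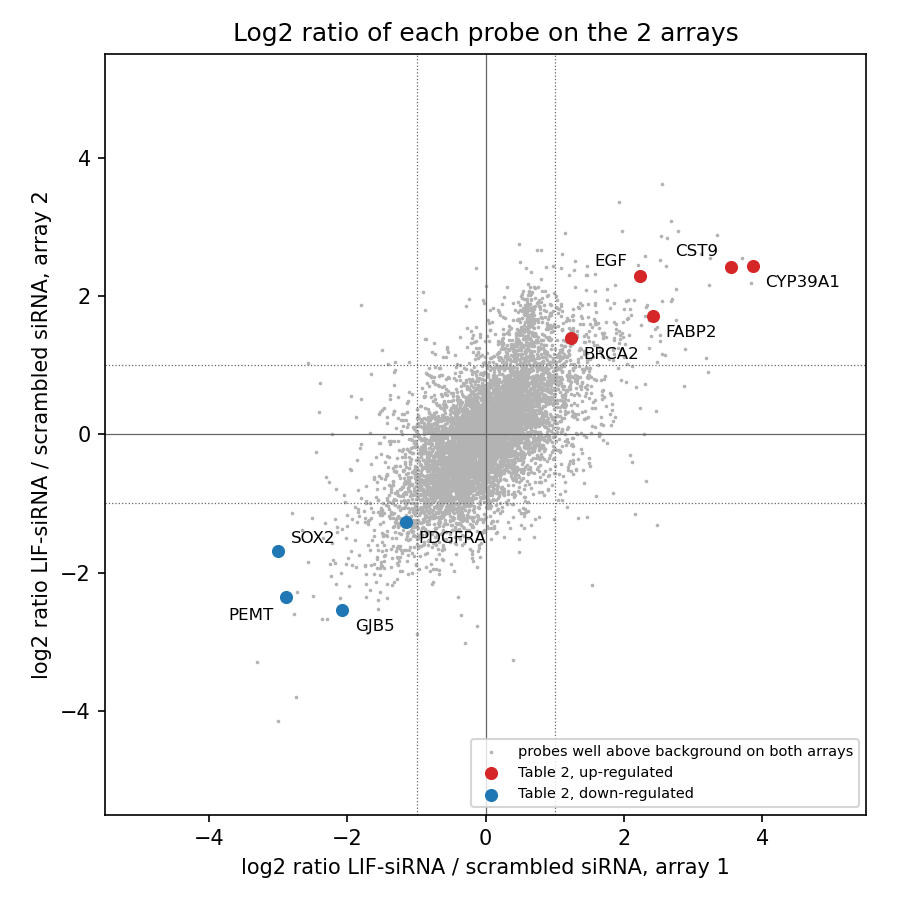
Log2 ratio of LIF-siRNA to scrambled siRNA on array 1 (horizontal) and on array 2 (vertical) for each probe well above background on both arrays. Dotted lines mark a log2 ratio of 1 and of -1, and the 9 colored points are the genes of Table 2, which lie on the same side of 0 on both arrays.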

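The 9 genes of Table 2 were found on the array by gene name, each as 1 spot. The log2 ratio had the direction stated in Table 2 on both arrays for 9 of 9 genes. The mean log2 ratio was -2.35 ± 0.92 (SD, n = 2 arrays) for SOX2, -2.62 ± 0.37 for PEMT, -2.31 ± 0.33 for GJB5 and -1.21 ± 0.08 for PDGFRA. Among the up-regulated genes it was 2.98 ± 0.79 for CST9, 2.07 ± 0.51 for FABP2 and 1.32 ± 0.11 for BRCA2. Under normexp and loess the mean of FABP2 was 0.87, below the 2-fold threshold. The Cy3 signal of FABP2 was higher than that of 88.0% of the blank spots on array 1 and 91.4% on array 2, so its ratio rests on a channel close to the background. For CYP39A1 it was 3.15 ± 1.01, with 3.86 on array 1 and 2.43 on array 2, but its Cy3 signal was well above background on 1 of 2 arrays only, and under that alternative the mean was 1.43. SOX2, PEMT, PDGFRA, CST9 and BRCA2 were past the stated criteria, 5 of 9 genes. GJB5, CYP39A1, FABP2 and EGF were past the ratio threshold with the deposited log ratios but had a mean signal below 1000 in both channels. In limma's test over all probes, 0 of the 9 genes had an adjusted p under 0.05, with adjusted p from 0.058 to 0.0635. The number was also 0 with no filter on dim probes and with outliers kept. It was 5 under normexp and loess, and 9 with median centring or with an intensity trend. Among probes past the signal threshold it was 5 of the 5 tested. With p adjusted over the list alone, 9 of 9 genes were under 0.05, but the study chose this list on these samples, so this is not independent evidence. From the genes whose ratio passed its criteria, the paper states that these 9 varied significantly in expression in LIF-deficient embryos, and it then measured them by real-time RT-PCR, which is not analysed here.

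**Figure D2:**
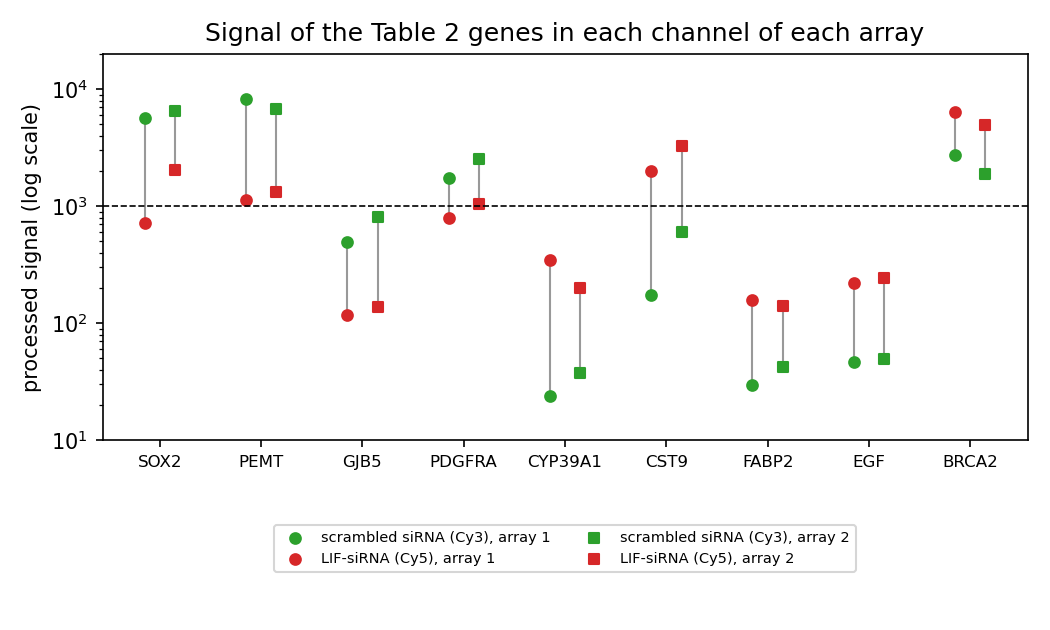
Processed signal of the 9 genes of Table 2 in each channel of each array, on a log scale. Circles are array 1 and squares array 2, red is LIF-siRNA (Cy5), green is scrambled siRNA (Cy3), and the dashed line is the signal threshold of 1000, which no channel of CYP39A1, FABP2, EGF or GJB5 reached.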

Quantitative real-time RT-PCR performed using the primers described in Table 3 confirmed the microarray findings (Fig 2).

**Fig 2:**
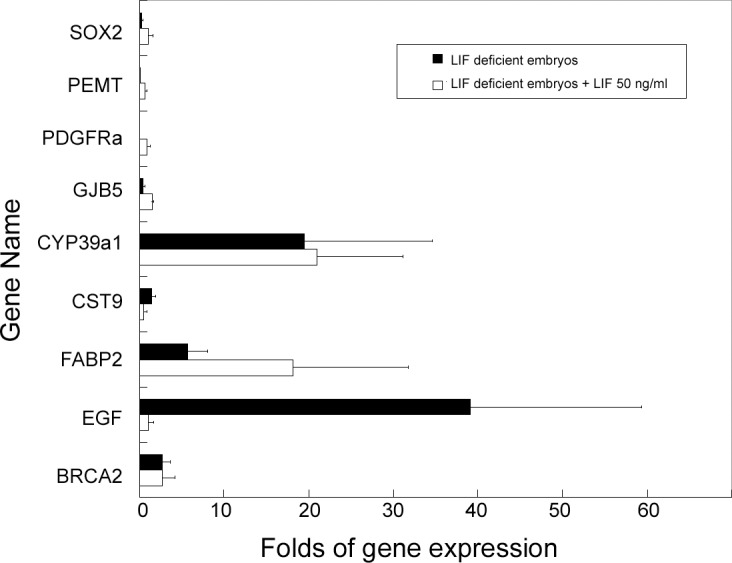
The change folds from quantification of gene expression on morula stage mouse embryos after microinjection of 1.5 fmol LIF-siRNA at mouse 2PN stage (N = 3) and supplemented with 50 ng/ml LIF protein, compared with the scrambled-siRNA treated embryos. The gene expressions were expressed as mean from 3 repeats and the bars are designed as standard deviations.

**Table 2:** Comparison different gene expression of mouse embryos in morula stage treated with oligonucleotide of LIF-siRNA and scrambled-siRNA at mouse 2PN stage by a statistical approach revealed up- and down regulated genes at morular stage.

N0.	Gene name	UniGene	Gene symbol	Function	Express^a^
1	SRY-box containing gene 2	Mm.65396	SOX2	Cell differentiation	DR (3)
2	Phosphatidylethanolamine N-methyltransferase	Mm.452195	PEMT	Metabolism	DR (4)
3	Gap junction membrane channel protein beta 5	Mm.26859	GJB5	Cell communication	DR(29)
4	Platelet derived growth factor receptor alpha	Mm.221403	PDGFRA	Cell communication	DR(166)
5	Cytochrome P450, 39a1	Mm.376968	CYP39a1	Metabolism	UR(1)
6	Cystatin 9	Mm.21005	CST9	Unknown	UR(4)
7	Fatty acid binding protein 2, intestinal	Mm.28398	FABP2	Cell physiology	UR(23)
8	Epidermal growth factor	Mm.252481	EGF	Metabolism	UR(31)
9	Breast cancer 2	Mm.236256	BRCA2	Unknown	UR(107)

^a^DR, down-regulation; UR, up-regulation. The number in the bracket is the series number of the two down-regulation and up-regulation groups in the S1 Table and S2 Table.

**Table 3:** Primer sequences of genes and Temperature (Tm) for annealing in real-time RT-RCR.

Gene symbol		Primer sequence	Length (bp)	Tm (°C)
SOX2	R	5’-ATGCACAACTCGGAGATCAG-3’	130	55
	F	5’-TATAATCCGGGTGCTCCTTC-3’		
PEMT	R	5’-GGCATCTGCATCCTGCTTTT-3’	70	55
	F	5’-TGGGCTGGCTCATCATAGC-3’		
GJB5	R	5’-AGTTCATGGTGGACTCAA-3’	110	55
	F	5’-GAATTCTGATGCTTG-3’		
PDGFRA	R	5’-GGAGAAGGTCTCAGGAGCTATG-3’	119	55
	F	5’-CGTTTGGGAGGATAGAGGGTAA-3’		
CYP39a1	R	5’-AGGTCATCTTCAGACACTTTA-3’	111	55
	F	5’-ACTTGGATATATCCTGTCTCA-3’		
CST9	R	5’-GAGTTCTGGCTCCATGTCCT-3’	105	55
	F	5’-GCCTTCGAGACAGGAGTGAT-3’		
FABP2	R	5’-GAGCAACGCTGAAGAGCTAA-3’	94	55
	F	5’-GCTGGAGACCAGTGCTGATA-3’		
EGF	R	5’-CTGGTCCTGCTGCTCCTCTT-3’	144	55
	F	5’-TCCGCTTGGCTCATCACA-3’		
BRCA2	R	5’-CTCTACCACTGGACCAGTCGC-3’	126	55
	F	5’-TCAGAGGCGGACTGACAACA-3’		

### Growth factor supplementation in LIF-deprived embryos

After supplying LIF-deprived embryos with 50 ng/ml LIF protein, a significantly higher percentage of blastocysts continued to develop compared with that in the LIF gene-impaired group without LIF supplement (P<0.05). Furthermore, in the LIF-deprived embryos given LIF supplement, EGF, CST9, GJB5, PDGFRA, PEMT, and SOX2 expression levels were restored in the morula stage, although CYP39al, FABP2, and BRCA2 expressions remained elevated after the LIF supplement (Fig 2). The data suggest that the expression of these genes may be closely affected by LIF.

Many reports indicated that the more commonly secreted growth factors from the reproductive tract are LIF, IGF-II, EGF, GM-CSF, and TGFβ [24]. Based on the reaction of EGF to LIF supplementation as mentioned above, we speculate that EGF assisted in the development of LIF-deficient embryo. Therefore, to observe the reaction of LIF and EGF on embryos, as well as that of the other growth factors (24), the embryos were injected with LIF-siRNA and supplemented with one of the growth factors (i.e., LIF, IGF-II, EGF, GM-CSF, and TGFβ) for each group in 50 ng/ml dosage. On the 5th day of the experiment, the results revealed that supplementing with LIF or EGF caused the rate of blastocyst development to recover significantly to 83% and 93% of the control group, respectively (Table 4). However, the other supplements did not produce significant recovery of development rate, thereby confirming the role of EGF assistance in the development of LIF-deficient embryo.

**Table 4:** Compared the embryo development rate from growth factors supplement in mouse embryos treated with LIF SiRNA.

Stage	Untreated (n = 62)	Scramble^a^ (n = 60)	LIF-siRNA (1.5 fmol)					
			Vehicle (*n* = 75)	EGF (50 ng/ml) (*n* = 66)	GM-CSF (50 ng/ml) (*n* = 72)	IGF II (50 ng/ml) (*n* = 75)	TGFβ (50 ng/ml) (n = 68)	LIF (50 ng/ml) (*n* = 77)
Two-cell	93.5	93.5	93.0	92.4	83.3	85.7	83.9	93.0
Four-cell	90.3	90.3	83.1	86.4	73.6	75.7	74.2	77.5
Morula	87.1	87.1	69.0	84.8	62.5	54.3	66.1	73.2
Blastocyst	82.3 ^b^	81.7 ^b^	43.6^a^	75.8^b^	58.3^a^	42.9^a^	48.4^a^	67.6 ^b^

^a^P<0.05 compared to scramble group

^b^P<0.05 compared to only LIF-siRNA treated group

Results of differential staining of blastocysts (Table 5) indicated that the diameter of blastocysts derived from embryos treated with LIF-siRNA was significantly decreased compared with that of the scrambled-siRNA-treated embryos. Moreover, these blastocysts also had significantly lower numbers of blastomeres and cells in ICM and TE. A significantly lower ICM:TE ratio was also found in these embryos (P<0.01). After supplementation with EGF and LIF at the 2PN stage, all of the parameters were improved, but IGF-II, GM-CSF, or TGFβ did not positively affect embryo stage progression.

**Table 5:** Changes in the number of cells in the inner cell mass (ICM) and trophectoderm (TE) of the blastocysts derived from murine embryos after microinjection of LIF SiRNA at the two-pronuclear stage.

	Untreated (n = 62)	Scramble (n = 60)	LIF-siRNA (1.5 fmol)					
			vehicle (n = 75)	EGF 50ng/ml (*n* = 66)	GM-CSF 50ng/ml (*n* = 72)	IGF II 50ng/ml (*n* = 75)	TGFβ 50ng/ml (n = 68)	LIF 50ng/ml (*n* = 77)
Blastulation rate (%)	82.3(51/62)	81.7(49/60)	43.6(33/75)	75.8(50/66)	58.3(42/72)	42.7(32/75)	48.5(33/68)	67.5(52/77)
No. of blastocysts measured	31	36	31	31	31	30	31	31
Diameter of blastocysts (μm)^c^	119.2± 14.0^a^^,^^c^	113.5 ± 11.6 ^c^	100.2 ± 4.3^b^	105.6± 6.0^b^^,^^c^	105.3 ± 6.4 ^b^^,^^c^	102.4 ± 6.0 ^b^	105.1± 7.1 ^b^^,^^c^	106.1 ± 5.8 ^b^^,^^c^
No. of blastomeres	63.5 ± 11.6 ^c^	64.4 ± 6.7 ^c^	40.4 ± 7.1^b^	44.4±8.0 ^b^^,^^c^	44.1±10.1^b^	48.1±8.7 ^b^^,^^c^	45.7±7.4 ^b^^,^^c^	46.1± 8.1 ^b^^,^^c^
No of cells in ICM	22.9 ± 3.5 ^c^	22.2 ± 2.7 ^c^	11.2 ± 2.4^b^	14.2 ±2.8 ^b^^,^^c^	12.1 ±3.7 ^b^	12.8±3.4 ^b^^,^^c^	13.2±2.5 ^b^^,^^c^	14.8 ± 2.6 ^b^^,^^c^
No of cells in TE	40.6± 8.7 ^c^	42.2± 5.7 ^c^	29.2± 5.3^b^	30.1 ±6.3^b^	32.0 ±7.6^b^	35.3 ±6.1 ^b^^,^^c^	32.4 ±6.4 ^b^^,^^c^	30.1± 6.3 ^b^
Ratio of ICM/TE cells (%)	58.7± 14.4 ^c^	53.4± 12.3 ^c^	38.5 ± 5.1^b^	48.5±10.6 ^b^^,^^c^	38.4 ±10.8 ^b^	36.4±8.6 ^b^	42.1±9.4^b^	50.3± 8.1 ^b^^,^^c^

^a^Mean ± Standard deviation.

^b^P <0.05 compared to the scramble group

^c^P<0.05 compared to only LIF-siRNA treated group

### Growth factor supplementation in EGF-deprived embryos

EGF-siRNA was employed to confirm the role of EGF, in which the embryonic development from the morula stage into the blastocyst stage was significantly inhibited at 59.4% development rate (Table 6). After supplying EGF-deprived embryos with 50 ng/ml LIF or EGF protein, a significantly higher percentage of blastocysts continued to develop. Moreover, when both LIF-siRNA and EGF-siRNA were employed, the embryonic development from the morula stage into the blastocyst stage was significantly inhibited at 18% development rate (Table 6). After supplying LIF- and EGF-deprived embryos with 50 ng/ml LIF or EGF protein, a significantly higher percentage of blastocysts also continued to develop, indicating that EGF and LIF can compensate for the deficiency of either of them during early embryonic development.

**Table 6:** Compared the embryo development rate from growth factors supplement in mouse embryos treated with EGF-siRNA and/or LIF-siRNA.

Stage	Untreated (n = 36)	EGF (*n* = 35)	LIF (*n* = 35)	Scramble (*n* = 42)	EGF-siRNA			LIF-siRNA			EGF-siRNA + LIF-siRNA		
					Vehicle (*n* = 34)	EGF (*n* = 30)	LIF (*n* = 34)	Vehicle (*n* = 36)	EGF (n = 34)	LIF (*n* = 32)	Vehicle (*n* = 40)	EGF (*n* = 36)	LIF (*n* = 36)
Two-cell	100.0	100.0	91.4	92.9	85.3	96.7	97.1	88.9	87.5	88.2	72.5	97.2	91.7
Four-cell	97.2	97.1	85.7	88.1	82.4	96.7	91.2	86.1	84.4	79.4	47.5 ^a^	80.6	80.6
Morula	94.4 ^d^	91.4 ^d^	85.7 ^d^	88.1 ^d^	70.6 ^d^	90.0 ^d^	88.2 ^d^	77.8 ^d^	78.1 ^d^	70.6 ^d^	25.0 ^a^^,^^b^^,^^c^	61.1 ^d^	55.6
Blastocyst	80.6^d^	88.6 ^d^	77.1 ^d^	81.0 ^d^	55.9 ^d^	76.7 ^d^	76.5 ^d^	33.3 ^a^	50.0 ^d^	50.0 ^d^	17.5 ^a^^,^^b^	47.2 ^d^	47.2 ^d^

^a^P<0.05 compared to blank group

^b^P<0.05 compared to only EGF-siRNA treated group

^c^P<0.05 compared to only LIF-siRNA treated group

^d^P<0.05 compared to EGF-siRNA and LIF-siRNA treated group

### JAK/STAT3 pathway in LIF and EGF signaling

LIF binds to LIFR and can react with glycoprotein 130 (gp130), which are both situated on a receptor complex [19]. The complex is known to activate the JAK/STAT3, MAPK, and PI3K signaling pathways. To determine the mechanism of LIF in embryonic development, embryos were treated with combinations of LIF antisense oligonucleotide and/or with several kinase inhibitors, including JAK inhibitor JAK I-II, MEK inhibitor PD98059, and PI3K inhibitor LY294002 (Table 7). Combination treatment with LIF antisense oligonucleotide and any one inhibitor all largely inhibited the blastocyst formation. However, similar to the above results, when the LIF antisense oligonucleotide-treated embryo were co-treated with LIF or EGF, the inhibition was recovered significantly from 52% of control to 83% and 93%, respectively. When co-treatment with LIF or EGF was added to the combination treatments, development recovery was achieved from 25.4% of control to 73.7% and 46.4%, respectively, under MEK signaling pathway inhibition, and from 31.3% of control to 67.7% and 65.8%, respectively, under PI3K signaling pathway inhibition; however, under inhibition of the JAK/STAT3 signaling pathway, the embryonic development was only recovered from 5.3% of control to 25.9% and 11.8%, respectively, indicating the importance of the JAK/STAT3 signaling pathway in the LIF or EGF supplementation. Furthermore, JAK/STAT3 signaling could be a part of the pathway that transmits LIF and EGF signals [25]. Thus, the EGFR inhibitor PD168393 was used to determine whether their signals are also a partly mediated through the EGFR/STAT3 pathway. The results showed that the rate of the blastocyst formation was also significantly inhibited by the EGFR inhibitor. Combination treatment with LIF antisense oligonucleotide and the EGFR inhibitor synergistically inhibited the blastocyst formation, and with co-treatment with LIF or EGF, the blastocyst development rate was altered from 25.4% of control to 31.8% and 20.6%, respectively. These results suggest that the effects of LIF and EGF can be partly mediated by the EGFR/STAT3 signaling pathway.

**Table 7:** Compared the blastocyst development rate from growth factors (50 ng/ml) supplement in mouse embryos treated with LIF antisense and/or kinase inhibitors.

Imhibitor	Untreated	EGF	LIF	NaCl	Scramble	Inhibitor	LIF antisense					
							vehicle	EGF	LIF	Inhibitor	Inhibitorand EGF	Inhibitor and LIF
MEK PD98059 (100 μM)	73.9 ^b^^,^^c^(n = 46)	71.9 ^b^^,^^c^(*n* = 32)	80.0 ^b^^,^^c^(*n* = 35)	75.0 ^b^^,^^c^(*n* = 40)	71.1 ^b^^,^^c^(*n* = 38)	40.5(*n* = 42)	28.9^a^(*n* = 45)	76.9^b^^,^^c^(n = 39)	67.5^b^^,^^c^(*n* = 40)	18.8^a^(*n* = 32)	54.5 ^c^(n = 44)	34.3(*n* = 35)
PI3K LY294002 (20 μM)	73.9 ^b^(n = 46)	80.0 ^b^(*n* = 30)	81.3 ^b^(*n* = 32)	75.0 ^b^(*n* = 40)	69.4 ^b^(*n* = 36)	42.5(*n* = 40)	28.9^a^(*n* = 45)	76.9^b^(n = 39)	67.5^b^(*n* = 40)	23.1^a^(*n* = 39)	50.0(n = 44)	48.6(*n* = 35)
JAKJAK I-II (0.1 μM)	85.0^b^^,^^c^(n = 40)	87.5 ^b^^,^^c^(*n* = 40)	90.0 ^b^^,^^c^(*n* = 40)	75.0 ^b^^,^^c^(*n* = 40)	67.5 ^b^^,^^c^(*n* = 40)	13.3^a^(*n* = 45)	27.5^a^^,^^c^(*n* = 40)	86.8^b^^,^^c^(n = 38)	75.0^b^^,^^c^(*n* = 40)	4.5^a^^,^^b^(*n* = 44)	22.0^a^^,^^c^(n = 41)	10.6^a^(*n* = 47)
EGFR PD168393 (2 μM)	73.9 ^b^^,^^c^(n = 46)	75.0^b^^,^^c^(*n* = 40)	84.2^b^^,^^c^(*n* = 38)	65.0^b^^,^^c^(*n* = 40)	68.9^b^^,^^c^(*n* = 41)	20.0^a^(*n* = 32)	28.9^a^(*n* = 45)	84.2^b^^,^^c^(n = 38)	75.0^b^^,^^c^(*n* = 40)	18.8 ^a^(*n* = 32)	23.5 ^a^(n = 34)	15.2 ^a^(*n* = 33)

^a^P<0.05 compared to blank group

^b^P<0.05 compared to only LIF-antisense treated group

^c^P<0.05 compared to LIF-antisense and inhibitor treated group

## Discussion

### Either LIF or EGF is needed during development of pre-implantation embryo

A previous study [16] and the present data confirmed that LIF deficiency can significantly decrease the development of embryos into blastocysts, as well as lower the number of ICM and TE. Moreover, the cDNA microarray data and the growth factor supplementation experiments showed that the elevated EGF level in LIF-deprived embryos can compensate for LIF-deficiency, suggesting that EGF holds similar functions and mechanisms as LIF during pre-implantation embryonic development. This finding is consistent with reports of EGF promoting nuclear and cytoplasmic maturation of human, bovine, and porcine oocytes and enhancing the development of embryos from 2-cell stage to blastocyst [26–29]. 

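On the microarrays, the spot named epidermal growth factor had a processed Cy5 signal of 219 on array 1 and 244 on array 2 after LIF-siRNA. Its Cy3 signal after scrambled siRNA was 46.7 and 49.8. The log2 ratio was 2.23 on array 1 and 2.29 on array 2, a mean of 2.26 (standard error 0.21, adjusted p = 0.058 from limma). Under normexp background correction and loess, in which an offset shrinks the ratios of dim spots, the mean was 1.14. Both channels were well above background on both arrays. The Cy3 signal was higher than that of 93.7% of the blank spots on array 1 and 92.9% on array 2, so the level after scrambled siRNA lay close to the background. The receptor EGFR had a log2 ratio of 0.79 on array 1 and 1.75 on array 2 (limma adjusted p = 0.0882), in a region of the plot of both arrays that held more probes than its mirror images. From the microarray and the supplementation experiments together, the paper proposes that elevated EGF can compensate for LIF-deficiency. The paper also measured EGF by real-time RT-PCR and followed embryos after EGF-siRNA, alone and with LIF-siRNA. The RT-PCR, the supplementation and the EGF-siRNA experiments are not analysed here.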

Dadi et al. [30] also stated the importance of EGF to the blastocyst development; they reported that the reduction of EGF and EGF receptor expression decreased the expression of maternally inherited and embryonically expressed genes and reduced the total number of differentiated cells in blastocysts in pre-implantation mouse embryos. Furthermore, although many conflicting results are obtained, the differences in the effects of LIF or EGF treatment during blastocyst formation may be attributed to the environment of the embryos (e.g., stress or deprivation of essential developmental conditions) [31, 32]. Such difference may explain the results of our present study on LIF and EGF gene-deprived embryos, and thus, our results suggest that sufficient amount of one of the two growth factors is needed during pre-implantation embryonic development.

### JAK2/STAT3 pathway maintains the effects of LIF and EGF

Investigation of the signaling pathways showed that, of the three pathways that are activated through LIF receptors containing the gp130 subunit [25], all significantly halted/slowed embryonic development when inhibited individually; however, the restoration properties of EGF and LIF supplementation/treatment became ineffective only when the JAK2/STAT3 pathway was closed by an inhibitor. Thus, the JAK2/STAT3 pathway is important in LIF-derived embryogenesis. Other reports on the LIF-JAK-STAT3 signaling pathway and sustenance of self-renewal in mouse embryonic stem cells [21–22] and on STAT3-deficient mouse embryos and rapid degeneration during embryogenesis [20] also indicated the significance of the STAT3 pathway. The relationship between STAT3 and EGF is originally found in mouse liver [33], and is usually observed in cancer/tumorigenesis [34–36]. This paper is the first to report their relationship in embryonic development. Perkins et al. [37] reported that EGF exerts its anti-apoptotic effect during the first-trimester trophoblast development independent of PI3K/Akt; however, the underlying mechanism was not reported. Our findings suggest that the anti-apoptotic effect could be due to the activation of the JAK2/STAT3 pathway, which maintained the effects of LIF and EGF.

### Effects of LIF and EGF are regulated by EGFR

Many reports indicate that EGFR is involved in pre-implantation embryonic development [38, 30], but the mechanism remains unclear. Viti et al. [25] reported that EGFRs elevate STAT3 expression and increase its phosphorylation by LIF during astrocyte development in the early embryonic cortex, suggesting that EGFRs regulate LIF responsiveness downstream of STAT3. The relationship between LIF- and EGFR-induced STAT3 activation is also found in various types of cells, such as lung carcinoma cells [39] and ovarian cancer cell lines [35].We applied an EGFR inhibitor to the embryo before LIF and EGF supplementation to determine the role of EGFR in the LIF-STAT3 and EGF-STAT3 pathways during pre-implantation embryonic development. Our results showed that the recovery effects of both EGF and LIF in the LIF-deprived embryos can be inhibited by an EGFR inhibitor. This paper is the first to report that the effects of EGF and LIF can be regulated by EGFR during pre-implantation embryonic development, thereby providing a step into uncovering this particular mechanism in embryonic development. Further inquiry may focus on the modulation of STAT3 phosphorylation by LIF and EGF.

### EGF may be a compensatory factor during the development of LIF-deficient embryo

Based on our results, we propose that embryos of knockout mouse [7, 40] shown to develop to the blastocyst stage in vivo in the absence of LIF may have been rescued by other factors, such as EGF, which is produced from reproductive tract and can compensate for the lack of LIF. In embryonic stem cell self-renewal, one of the other candidate factors besides LIF is fibroblast growth factor 2 (FGF2), which acts via the fibroblast growth factor receptor (FGFR) pathway [21]. Modulation of FGF signaling in FGFR1- and FGFR2-null or FGF2 mutant mice alters blastocyst development and differentiation. FGF2 could maintain a function similar to LIF in mouse embryonic stem cells because FGF2 maintains embryonic stem cell self-renewal by supporting stable expression of extracellular matrix through activation of the PI3K/PKB pathway. Therefore, we suggest that EGF may also be a candidate factor during the development of LIF-deficient embryo. In addition, EGF may function through STAT3 to improve embryonic development. Further investigation is needed to determine the compensatory mechanism during pre-implantation.

## Supporting Information

S1 Table The changes of blastocyst development rate in the supplement with the different dosages of the kinase inhibitors [MEK inhibitor (PD98059), PI3K inhibitor (LY294002), JAK inhibitor (JAK I-II), and EGFR inhibitor (PD168393)]. (PDF) Click here for additional data file.

S2 Table The down-expression genes of LIF-siRNA treated mouse embryos at the morula stage in microarray test. The ratio is the normalized expression ratio (by rank consistent lowness) of comparing gene expression profiles of 2.0-fmol siRNA treated embryos to scrambled siRNA treated embryos. The analysis was performed twice for each group in order to ensure consistency of gene expression data.
(PDF) Click here for additional data file.

S3 Table The up-expression genes of LIF-siRNA treated mouse embryos at the morula stage in microarray test. The ratio is the normalized expression ratio (by rank consistent lowness) of comparing gene expression profiles of 2.0-fmol siRNA treated embryos to scrambled siRNA treated embryos. The analysis was performed twice for each group in order to ensure consistency of gene expression data.
(PDF) Click here for additional data file.

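S3 Table lists each up-expression gene by UniGene cluster and gene name, with 1 ratio of Cy5 to Cy3. All 153 entries were matched to a spot of the array, 115 by gene name and 38 by UniGene cluster. For 4 entries with more than 1 spot, the spot closest to the listed ratio was used, which favors a match. The ratio of array 1 lay within 0.05 of the listed ratio for 153 of 153 entries. The ratio of array 2 did so for 6 entries, and the geometric mean of both arrays for 16. Both arrays had a ratio above 2 for all 153 entries. The median ratio was 2.82 on array 1 and 2.89 on array 2. Over the top 10 entries of the table the median was 9.24 on array 1 and 4.96 on array 2. These entries are the highest by the ratio of array 1, so a lower median on array 2 follows in part from that choice. Of the 153 entries, 87 were past the stated criteria on the mean of both arrays, and 66 had no mean signal above the intensity threshold in either channel.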

# Supplementary material for: Requirement of Leukemia Inhibitory Factor or Epidermal Growth Factor for Pre-Implantation Embryogenesis via JAK/STAT3 Signaling Pathways
**Source:** PLoS One. 2016 Apr 20;11(4):e0153086. doi: 10.1371/journal.pone.0153086
**Supplement:** S1 Table

S1 Table. The changes of blastocyst development rate in the supplement with the different dosages of the kinase inhibitors [MEK inhibitor (PD98059), PI3K inhibitor (LY294002), JAK inhibitor (JAK I-II), and EGFR inhibitor (PD168393)].

| Imhhibitor | Untreated<br>(n=46) | PD98059 (μM)      |                   |                   |      |      | LY294002 (μM)     |                   |                   |                   |      | JAK I-II (μM)     |                   |                   |                   |                   | PD168393 (μM)     |                   |      |       |  |
|------------|---------------------|-------------------|-------------------|-------------------|------|------|-------------------|-------------------|-------------------|-------------------|------|-------------------|-------------------|-------------------|-------------------|-------------------|-------------------|-------------------|------|-------|--|
|            |                     | 500               | 100               | 50                | 10   | 0.1  | 100               | 50                | 20                | 10                | 1    | 1                 | 0.1               | 0.01              | 0.001             | 10                | 2                 | 1                 | 0.1  | 0.01  |  |
|            |                     |                   |                   |                   |      |      |                   |                   |                   |                   |      |                   |                   |                   |                   |                   |                   |                   |      |       |  |
| Two-cell   | 98.2                | 70.4              | 88.0              | 83.3              | 92.9 | 90.0 | 10.0 <sup>a</sup> | 77.5              | 100.0             | 85.7              | 95.5 | 87.5              | 85.1              | 81.5              | 89.2              | 41.2 <sup>a</sup> | 90.9              | 84.0              | 80.0 | 100.0 |  |
| Four-cell  | 91.2                | 18.5 <sup>a</sup> | 76.0              | 75.0              | 85.7 | 90.0 | 10.0 <sup>a</sup> | 60.0 <sup>a</sup> | 81.5              | 75.0              | 90.9 | 68.8              | 70.2              | 55.6 <sup>a</sup> | 64.9 <sup>a</sup> | 29.4 <sup>a</sup> | 84.8              | 72.0              | 73.3 | 78.6  |  |
| Morula     | 91.2                | 14.8 <sup>a</sup> | 64.0 <sup>a</sup> | 75.0              | 78.6 | 90.0 | 6.7 <sup>a</sup>  | 27.5 <sup>a</sup> | 51.9 <sup>a</sup> | 64.3 <sup>a</sup> | 77.3 | 62.5 <sup>a</sup> | 51.1 <sup>a</sup> | 51.9 <sup>a</sup> | 59.5 <sup>a</sup> | 11.8 <sup>a</sup> | 60.6 <sup>a</sup> | 68.0 <sup>a</sup> | 73.3 | 78.6  |  |
| Blastocyst | 84.2                | 14.8 <sup>a</sup> | 60.0 <sup>a</sup> | 66.7 <sup>a</sup> | 78.6 | 80.0 | 3.3 <sup>a</sup>  | 17.5 <sup>a</sup> | 51.9 <sup>a</sup> | 64.3 <sup>a</sup> | 72.7 | 18.8 <sup>a</sup> | 48.9 <sup>a</sup> | 51.9 <sup>a</sup> | 56.8 <sup>a</sup> | 11.8 <sup>a</sup> | 51.5 <sup>a</sup> | 52.0 <sup>a</sup> | 73.3 | 78.6  |  |

<sup>a</sup>P<0.05 compared to blank group

# Supplementary material for: Requirement of Leukemia Inhibitory Factor or Epidermal Growth Factor for Pre-Implantation Embryogenesis via JAK/STAT3 Signaling Pathways
**Source:** PLoS One. 2016 Apr 20;11(4):e0153086. doi: 10.1371/journal.pone.0153086
**Supplement:** S3 Table — The ratio is the normalized expression ratio (by rank consistent lowness) of comparing gene expression profiles of 2.0-fmol siRNA treated embryos to scrambled siRNA treated embryos. The analysis was performed twice for each group in order to ensure consistency of gene expression data.

S3 Table. The up-expression genes of LIF-siRNA treated mouse embryos at the morula stage in microarray test. The ratio is the normalized expression ratio (by rank consistent lowness) of comparing gene expression profiles of 2.0-fmol siRNA treated embryos to scrambled siRNA treated embryos. The analysis was performed twice for each group in order to ensure consistency of gene expression data.

| No. | UniGene    | GeneName                                                                            | Ratio |
|-----|------------|-------------------------------------------------------------------------------------|-------|
| 1   | Mm.376968  | cytochrome P450, 39a1 (oxysterol 7alpha-hydroxylase)                                | 14.5  |
| 2   | Mm. 347441 | forkhead box D1                                                                     | 14.3  |
| 3   | Mm.33605   | ESTs, Weakly similar to SKIP_HUMAN NUCLEAR PROTEIN SKIP [H.sapiens]                 | 13.1  |
| 4   | Mm.21005   | cystatin 9                                                                          | 11.7  |
| 5   | Mm.24511   | ESTs                                                                                | 9.4   |
| 6   | Mm.203916  | 3'-phosphoadenosine 5'-phosphosulfate synthase 2                                    | 9.1   |
| 7   | Mm.33341   | ESTs, Weakly similar to JE0343 terf protein - rat [R.norvegicus]                    | 8.7   |
| 8   | Mm.41182   | ESTs                                                                                | 7.3   |
| 9   | Mm.69031   | ESTs, Moderately similar to unknown [M.musculus]                                    | 6.9   |
| 10  | Mm.63584   | RIKEN cDNA 1110030H18 gene                                                          | 6.7   |
| 11  | Mm.32744   | opsin (encephalopsin)                                                               | 6.5   |
| 12  | Mm.327311  | Mus musculus clone L5 uniform group of 2-cell-stage gene family mRNA, complete cds  | 6.4   |
| 13  | Mm.38119   | ESTs                                                                                | 6.4   |
| 14  | Mm.327311  | Mus musculus clone L3 variable group of 2-cell-stage gene family mRNA, complete cds | 6.1   |
| 15  | Mm.5       | homeo box A10                                                                       | 6.1   |
| 16  | Mm.391146  | ESTs, Weakly similar to RST [M.musculus]                                            | 5.9   |
| 17  | Mm.30872   | ESTs                                                                                | 5.9   |
| 18  | Mm.28010   | ESTs, Weakly similar to RO52 MOUSE 52 KD RO PROTEIN [M.musculus]                    | 5.8   |
| 19  | Mm.31010   | ESTs                                                                                | 5.7   |
| 20  | Mm.1363    | thyrotropin releasing hormone                                                       | 5.6   |
| 21  | Mm.348782  | RIKEN cDNA 2410025L10 gene                                                          | 5.5   |
| 22  | Mm.87505   | ESTs                                                                                | 5.4   |
| 23  | Mm.28398   | fatty acid binding protein 2, intestinal                                            | 5.4   |
| 24  | Mm.24818   | ESTs                                                                                | 5.3   |
| 25  | Mm.896     | interleukin 1 receptor, type I                                                      | 5.2   |
| 26  | Mm.96743   | ESTs                                                                                | 5.0   |
| 27  | Mm.104492  | Mus musculus endogenous retroviral sequence MuERV-L gag, pol and dUTPase genes      | 5.0   |

|    |            |                                                                                                              |     |
|----|------------|--------------------------------------------------------------------------------------------------------------|-----|
| 28 | Mm.466870  | DNA segment, Chr 13, ERATO Doi 608, expressed                                                                | 5.0 |
| 29 | Mm.290447  | RIKEN cDNA 2410049M19 gene                                                                                   | 4.9 |
| 30 | Mm.24749   | ESTs                                                                                                         | 4.8 |
| 31 | Mm.8534    | epidermal growth factor                                                                                      | 4.7 |
| 32 | Mm.66283   | ESTs                                                                                                         | 4.6 |
| 33 | Mm.232525  | RIKEN cDNA 2310008J16 gene                                                                                   | 4.4 |
| 34 | Mm.26700   | ESTs, Highly similar to unnamed protein product [H.sapiens]                                                  | 4.3 |
| 35 | Mm.263514  | RIKEN cDNA 4930569O04 gene                                                                                   | 4.2 |
| 36 | Mm.108054  | DNA segment, Chr 1, Pasteur Institute 1                                                                      | 4.2 |
| 37 | Mm.148342  | deiodinase, iodothyronine, type I                                                                            | 4.2 |
| 38 | Mm.14775   | Mus musculus 10 days embryo cDNA, RIKEN full-length enriched library, clone:2610027B07, full insert sequence | 4.1 |
| 39 | Mm.300318  | solute carrier family 6 (neurotransmitter transporter, serotonin), member 4                                  | 4.1 |
| 40 | Mm.20461   | gamma-glutamyl hydrolase                                                                                     | 4.1 |
| 41 | Mm.3243    | protein C receptor, endothelial                                                                              | 4.1 |
| 42 | Mm.290995  | collapsin response mediator protein 1                                                                        | 4.0 |
| 43 | Mm.3092    | inhibin beta-B                                                                                               | 4.0 |
| 44 | Mm.167882  | ESTs, Highly similar to DCC MOUSE TUMOR SUPPRESSOR PROTEIN DCC PRECURSOR [M.musculus]                        | 3.9 |
| 45 | Mm.158143  | nuclear receptor subfamily 2, group F, member 2                                                              | 3.8 |
| 46 | Mm.21657   | ESTs, Highly similar to ENDOTHELIN-CONVERTING ENZYME 1 E-1) [Rattus norvegicus]                              | 3.8 |
| 47 | Mm.31007   | ESTs                                                                                                         | 3.8 |
| 48 | Mm.23782   | expressed sequence AI427652                                                                                  | 3.8 |
| 49 | Mm.297825  | ATP-binding cassette, sub-family B (MDR/TAP), member 4                                                       | 3.7 |
| 50 | Mm.38342   | RIKEN cDNA 2310005D12 gene                                                                                   | 3.7 |
| 51 | Mm.25249   | ESTs                                                                                                         | 3.7 |
| 52 | Mm.27243   | DNA segment, Chr 9, ERATO Doi 85, expressed                                                                  | 3.6 |
| 53 | Mm. 207496 | protein kinase C, beta                                                                                       | 3.6 |
| 54 | Mm.216321  | arginine-tRNA-protein transferase 1                                                                          | 3.6 |
| 55 | Mm.7043    | Ia-associated invariant chain                                                                                | 3.5 |
| 56 | Mm.31005   | ESTs                                                                                                         | 3.4 |
| 57 | Mm.89048   | coagulation factor II                                                                                        | 3.4 |
| 58 | Mm.31053   | ESTs                                                                                                         | 3.3 |
| 59 | Mm.28559   | RIKEN cDNA 4632404H22 gene                                                                                   | 3.3 |
| 60 | Mm.272115  | myomesin 2                                                                                                   | 3.3 |
| 61 | Mm.34385   | ESTs                                                                                                         | 3.2 |

|    |           |                                                                                                  |     |
|----|-----------|--------------------------------------------------------------------------------------------------|-----|
| 62 | Mm.371577 | phosphodiesterase 8A                                                                             | 3.2 |
| 63 | Mm.34221  | ESTs, Moderately similar to S29319 transcription factor IIE-alpha [H.sapiens]                    | 3.2 |
| 64 | Mm.3865   | seb4 mRNA                                                                                        | 3.1 |
| 65 | Mm.283281 | RIKEN cDNA 9130013M11 gene                                                                       | 3.1 |
| 66 | Mm.38192  | schlafen 4                                                                                       | 3.0 |
| 67 | Mm.16224  | guanylate cyclase activator 1a (retina)                                                          | 3.0 |
| 68 | Mm.280255 | OVO homolog-like 1 (Drosophila)                                                                  | 3.0 |
| 69 | Mm.71915  | ESTs                                                                                             | 3.0 |
| 70 | Mm.379041 | ESTs, Weakly similar to XLR MOUSE X-LINKED LYMPHOCYTE-REGULATED PROTEIN PM1 [M.musculus]         | 3.0 |
| 71 | Mm.57574  | B lymphocyte gene 1                                                                              | 3.0 |
| 72 | Mm.38465  | ESTs                                                                                             | 2.9 |
| 73 | Mm.15295  | epoxide hydrolase 2, cytoplasmic                                                                 | 2.9 |
| 74 | Mm.40394  | ESTs                                                                                             | 2.9 |
| 75 | Mm.71921  | ESTs                                                                                             | 2.9 |
| 76 | Mm.21571  | ESTs, Weakly similar to PUTATIVE CELL DIVISION PROTEIN KINASE 2 HOMOLOG [Caenorhabditis elegans] | 2.9 |
| 77 | Mm.30128  | ESTs                                                                                             | 2.8 |
| 78 | Mm.3264   | TXK tyrosine kinase                                                                              | 2.8 |
| 79 | Mm.100144 | DNA segment, Chr 3, Nuffield Department of Surgery 3                                             | 2.8 |
| 80 | Mm.431317 | B-cell translocation gene 4                                                                      | 2.8 |
| 81 | Mm.248606 | RIKEN cDNA 1200004I24 gene                                                                       | 2.8 |
| 82 | Mm.29975  | RIKEN cDNA 1810003P21 gene                                                                       | 2.8 |
| 83 | Mm.25861  | ESTs                                                                                             | 2.8 |
| 84 | Mm.289244 | RIKEN cDNA 2310016C19 gene                                                                       | 2.8 |
| 85 | Mm.95479  | 2'-5' oligoadenylate synthetase-like                                                             | 2.8 |
| 86 | Mm.3506   | arginase type II                                                                                 | 2.7 |
| 87 | Mm.38165  | solute carrier family 27 (fatty acid transporter), member 2                                      | 2.7 |
| 88 | Mm.248498 | RAD17 homolog (S. pombe)                                                                         | 2.7 |
| 89 | Mm.29816  | programmed cell death 6 interacting protein                                                      | 2.7 |
| 90 | Mm.360540 | RIKEN cDNA 1700001E04 gene                                                                       | 2.6 |
| 91 | Mm.235081 | BH3 interacting domain death agonist                                                             | 2.6 |
| 92 | Mm.8137   | chromodomain helicase DNA binding protein 1                                                      | 2.6 |
| 93 | Mm.4481   | interleukin 17 receptor A                                                                        | 2.6 |
| 94 | Mm.69004  | ESTs                                                                                             | 2.6 |
| 95 | Mm.25672  | ESTs                                                                                             | 2.6 |
| 96 | Mm.34348  | RIKEN cDNA 4930431L18 gene                                                                       | 2.6 |

|     |           |                                                      |     |
|-----|-----------|------------------------------------------------------|-----|
| 97  | Mm.130159 | ESTs                                                 | 2.5 |
| 98  | Mm.34104  | DNA segment, Chr 4, ERATO Doi 800, expressed         | 2.5 |
| 99  | Mm.1137   | integrin beta 2 (Cd18)                               | 2.4 |
| 100 | Mm.32139  | ESTs                                                 | 2.4 |
| 101 | Mm.15962  | poly (ADP-ribose) glycohydrolase                     | 2.4 |
| 102 | Mm.328086 | ectodysplasin-A                                      | 2.4 |
| 103 | Mm.265917 | thyroid hormone receptor alpha                       | 2.4 |
| 104 | Mm.2904   | zinc finger protein 216                              | 2.4 |
| 105 | Mm.31729  | ESTs                                                 | 2.4 |
| 106 | Mm.236256 | breast cancer 2                                      | 2.4 |
| 107 | Mm.2581   | Eph receptor A2                                      | 2.4 |
| 108 | Mm.290183 | RIKEN cDNA 2610015K05 gene                           | 2.4 |
| 109 | Mm.30630  | ESTs                                                 | 2.3 |
| 110 | Mm.2093   | snail homolog, (Drosophila)                          | 2.3 |
| 111 | Mm.39972  | expressed sequence AI848218                          | 2.3 |
| 112 | Mm.44089  | ESTs, Highly similar to KIAA0453 protein [H.sapiens] | 2.3 |
| 113 | Mm.333096 | ATP-binding cassette, sub-family G (WHITE), member 2 | 2.3 |
| 114 | Mm.33743  | ESTs                                                 | 2.3 |
| 115 | Mm.170657 | RIKEN cDNA 1110058E16 gene                           | 2.3 |
| 116 | Mm.299693 | RIKEN cDNA 1110038J12 gene                           | 2.3 |
| 117 | Mm.38851  | RIKEN cDNA 5830445O15 gene                           | 2.3 |
| 118 | Mm.68992  | ESTs, Weakly similar to unknown [H.sapiens]          | 2.3 |
| 119 | Mm.142856 | LIM homeobox protein 2                               | 2.3 |
| 120 | Mm.276389 | heme oxygenase (decycling) 1                         | 2.2 |
| 121 | Mm.549    | interferon gamma receptor 1                          | 2.2 |
| 122 | Mm.31098  | ESTs                                                 | 2.2 |
| 123 | Mm.32842  | natural killer tumor recognition sequence            | 2.2 |
| 124 | Mm.471306 | imprinted and ancient                                | 2.2 |
| 125 | Mm.25201  | ESTs                                                 | 2.2 |
| 126 | Mm.168789 | cyclin-dependent kinase inhibitor 1C (P57)           | 2.2 |
| 127 | Mm.2485   | nuclear DNA-binding protein                          | 2.2 |
| 128 | Mm.34859  | RIKEN cDNA 5033413D16 gene                           | 2.2 |
| 129 | Mm.324242 | RIKEN cDNA 1810005K14 gene                           | 2.2 |
| 130 | Mm.26088  | RIKEN cDNA 4930577M16 gene                           | 2.2 |
| 131 | Mm.387671 | meiosis-specific nuclear structural protein 1        | 2.1 |
| 132 | Mm.24755  | ESTs                                                 | 2.1 |
| 133 | Mm.29616  | ESTs                                                 | 2.1 |
| 134 | Mm.279116 | RIKEN cDNA 2410004E01 gene                           | 2.1 |

|     |           |                                                                                |     |
|-----|-----------|--------------------------------------------------------------------------------|-----|
| 135 | Mm.27059  | ESTs                                                                           | 2.1 |
| 136 | Mm.18263  | gamma-glutamyltransferase-like activity 1                                      | 2.1 |
| 137 | Mm.648    | prion protein                                                                  | 2.1 |
| 138 | Mm.58488  | ESTs                                                                           | 2.1 |
| 139 | Mm.385759 | bone morphogenetic protein 6                                                   | 2.1 |
| 140 | Mm.115175 | ESTs                                                                           | 2.1 |
| 141 | Mm.31336  | ESTs                                                                           | 2.1 |
| 142 | Mm.4173   | DEAD/H (Asp-Glu-Ala-Asp/His) box polypeptide 26                                | 2.1 |
| 143 | Mm.272748 | RIKEN cDNA 4921524J17 gene                                                     | 2.1 |
| 144 | Mm.28940  | RIKEN cDNA 5530401J07 gene                                                     | 2.1 |
| 145 | Mm.31436  | myeloid ecotropic viral integration site-related gene 1                        | 2.1 |
| 146 | Mm.371552 | Cd63 antigen                                                                   | 2.1 |
| 147 | Mm.24383  | ESTs, Weakly similar to unnamed protein product [M.musculus]                   | 2.1 |
| 148 | Mm.427266 | RAR-related orphan receptor alpha                                              | 2.1 |
| 149 | Mm.476828 | RIKEN cDNA 1110025I09 gene                                                     | 2.0 |
| 150 | Mm.1273   | retinoic acid receptor, gamma                                                  | 2.0 |
| 151 | Mm.24067  | ESTs, Moderately similar to TATA binding protein associated factor [H.sapiens] | 2.0 |
| 152 | Mm.26688  | thrombospondin 2                                                               | 2.0 |
| 153 | Mm.65655  | ESTs, Weakly similar to I48668 zinc finger protein 51 - mouse [M.musculus]     | 2.0 |

How the deposited data were processed for this re-analysis (not part of the article)

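Gene expression was measured in mouse morulae after injection of LIF-siRNA or scrambled siRNA, on 2 two-color cDNA arrays with LIF-siRNA in Cy5 and scrambled siRNA in Cy3 on both. The paper's text does not say how the ratios of the 2 arrays were combined or whether the arrays held separate pools of embryos. The arrays were treated as 2 replicates.

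The authors deposited scanner output of Agilent Feature Extraction. The deposited intensity columns hold the mean brightness of each spot and its local background without normalization, the background-subtracted signal, and a processed signal that was also dye-normalized, with low values replaced by surrogates. The deposited log ratio is the log10 of Cy5 over Cy3 after rank-consistent lowess by the authors' software. The deposited p-value is that of the error model for 1 spot, without adjustment for multiple tests. The deposited log2 table of the series holds the average brightness of both channels of an array (r of 0.999999 with that average and 0.0123 with the log ratio on array 1), not a ratio, so it gave no alternative value.

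Each array held 9651 spots, of which 8735 were gene spots, 664 were blank and 252 were controls. There were 6113 distinct gene names. The spots named only ESTs numbered 2041. The files hold gene names and accessions of clones but no gene symbols, and 0 accessions were found in the reference table, so genes were matched by the full name in the files. Genes named from the paper that were not found by name are LIF, LIFR, IL6ST, JAK1, JAK2, STAT3, TGFB1, FGF2, FGFR1 and FGFR2.

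The log ratio was converted to log2. Control spots and spots marked as outliers were left out. Up-expression and down-expression genes were counted by the paper's thresholds, a ratio of 2 or 0.5 on the geometric mean of both arrays and a mean processed signal above 1000 in either channel. The ratio was also tested with limma 3.58.1 (lmFit and eBayes, intercept only, two-sided) in R 4.3.3, on probes well above background in at least 1 channel on both arrays, with Benjamini-Hochberg adjustment and a threshold of 0.05. Other steps used Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. The test was checked on simulated data with variances drawn from limma's fitted prior. An earlier simulation with another mixture of variances called more changed probes and was replaced because that mixture was not fitted to the arrays.

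Lists of embryo stage markers and STAT3 targets were fixed in advance. S3 Table had been read by then and holds some of their genes. The median log2 ratio of each list was placed among 10000 random lists of the same size, each gene drawn from the 200 probes nearest in brightness, for lists with at least 5 genes. Lists below percentile 2.5 or above 97.5 were taken as apart from the random lists.

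The named genes are those of Table 2, the genes the paper names for LIF and EGF signaling, and the 5 highest and 5 lowest mean log2 ratios past the criteria with a ratio past its threshold on both arrays. That rule asked for a gene symbol and was applied to probes with a gene name, which left out ESTs, RIKEN cDNAs, DNA segments and cloned mRNAs without a symbol. TGF alpha and HB-EGF were added after their values had been seen.

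The alternatives were normexp background correction (offset 50) with loess, median centring of each array, each replicate left out, other rules for the signal, outliers, genes and p-values, other filters on dim probes, an intensity trend in limma, and the methods' t-test. After S3 Table had been compared with the arrays, 4 further rules for calling genes were tried. No block for the slide was possible, since each array holds both groups. S2 Table, the RT-PCR, the immunocytochemistry and the blastocyst counts are not analysed here.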

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

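The tests of the software's normalization and of single arrays were chosen after the results had been seen, while the test of a delay in development was set beforehand, with the ratios of the 2-cell-stage clones already known.

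A signal appeared in genes the paper does not discuss. The 7 genes of the list of 2-cell-stage or zygotic activation transcripts had a median log2 ratio of 0.76, at percentile 99.8 of the matched random lists, with 5 genes higher on both arrays and 1 lower on both. The MuERV-L clone had a ratio of 5.00 on array 1 and 3.58 on array 2, clone L3 of the 2-cell-stage gene family 6.13 and 7.17, and clone L5 6.42 and 8.53. Clones L3 and L5 come from the same gene family but counted as 2 of the 7 genes. The random lists were not drawn with such related members, so the percentile may be overstated. S3 Table itself lists 3 of the 7 genes, and the 4 that remain without them are too few for a value, so the list is not independent of the study's own calls. With either replicate left out the lower of the percentiles was 99.7. The median was 1.27 on array 1 and 0.70 on array 2, which argues against a signal from 1 array only for this list. That outcome was fixed in part by genes the study had called. The 3 genes of S3 Table had a ratio above 2 on both arrays, as all entries of that table did. Under normexp and loess the list stayed at percentile 99.5, which argues against the software's normalization as the whole cause. A candidate explanation is that the LIF-siRNA embryos were behind in development. It predicted where the lists without the genes of S3 Table and Table 2 would lie. The maternal list would be above the range of the matched random lists and the trophectoderm list below it. They lay at percentiles 83.5 and 11.8, so this prediction was not met. That test decides nothing, because leaving out genes the study called removes members that moved most in the predicted direction, and the lists are short (6 and 17 genes). The full lists lay at percentiles 89.4 and 3.14, toward the predicted side but also within the range of the matched random lists. The list of pluripotency or inner cell mass genes, which the prediction did not name, lay at percentile 0.0, below that range. Without the genes of S3 Table and Table 2 it lay at percentile 17.8, within the range. Down-expression genes outside Table 2 were not left out of any list, since S2 Table is not analysed here. A delay is neither excluded nor shown. Dye bias of these clones also stays open, since the dyes were not swapped.

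The 11 genes of the list of STAT3 targets had a median log2 ratio of 0.42, at percentile 97.6 of the matched random lists, barely past the upper limit. The direction was mixed, with 6 genes higher and 4 lower on both arrays. Without replicate 2 the median was 0.03, at percentile 56.6, and without replicate 1 it was 0.49, at percentile 97.4. With no filter on dim probes the percentile was 77.1. Under normexp and loess it was 98.5, and under median centring 95.05, below the upper limit. The signal may therefore come from array 2 alone, and no biological explanation was tested.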

How the results depend on the processing

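The 4 rules for calling genes that came from comparing S3 Table with the arrays were chosen after seeing the data, and the other alternatives were set before the data were examined.

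The counts of 188 up-expression and 191 down-expression genes changed most with the signal threshold. They were 571 and 447 without it, 562 and 426 with probes well above background in its place, and 82 and 126 where both arrays had to pass. Under the other alternatives set in advance that use both arrays they were within 1.5 times. With 1 replicate left out they ranged from 176 to 260 and from 215 to 266. Of the 188 up-expression genes, 118 were also called on array 1 alone and 150 on array 2 alone. With median centring the counts were 135 and 261, so 34.1% of the calls were up-expression against 49.6%. Of the S3 Table entries, 87 passed the criteria, 153 without the signal threshold and 153 with probes well above background. Of the 4 rules tried afterwards, the ratio with a log ratio p under 0.05 on both arrays gave 154, 219 and 153 entries, and 153, 216 and 153 after clones without a UniGene cluster were left out. A p under 0.01 gave 135, 202 and 135, and no p gave 227, 251 and 153.

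The number of probes called by limma was 0 and remained 0 with outliers kept and with no filter on dim probes. The methods' t-test also called 0, but with 1 degree of freedom it could hardly call any. The limma count was 155 under normexp and loess, 660 among probes past the signal threshold and 1133 with an intensity trend. It was 1424 with median centring, where limma fitted 1 variance to all probes. Unadjusted p under 0.05 numbered from 1461 to 2717 over limma's settings. The simulated data gave calls at 4-fold and 8-fold changes but called 0 of 200 at 2-fold. Each simulation gave 1 fold change to all 200 changed probes, a setting that differs from the arrays. It therefore does not decide whether the count of 0 is a matter of the number of arrays. The cause was not tested. Neither array alone leaves limma a residual degree of freedom, so there is no count without a replicate.

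The 9 genes of Table 2 had the stated direction under normexp and loess, median centring and with either replicate left out. With 2 arrays, each single value lies within 1 SD of their mean by construction, so leaving out a replicate does not test the stability of a gene's ratio. The sign of PIK3CA (-0.07) reversed under median centring (0.052), and its arrays differed in sign (-0.48 and 0.33), as did those of HB-EGF (0.07 and -1.19). The correlation of the arrays was 0.758 among probes past the signal threshold.

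For the lists of genes, medians moved as follows, and the cause was not tested. The maternal list (0.35, percentile 89.4) had 0.19 under normexp and loess, 0.40 under median centring and 0.28 without the genes of S3 Table and Table 2. The trophectoderm list (-0.26, percentile 3.14) had -0.20, -0.30 and -0.17 under the same alternatives, -0.17 with no filter on dim probes, and from -0.14 to -0.11 without replicate 1 or 2. The list of pluripotency or inner cell mass genes (-0.95, percentile 0.0) had -0.63, -0.87 and -0.25, -0.75 with no filter on dim probes, and from -1.10 to -1.003 without replicate 1 or 2. Without the genes of S3 Table and Table 2 it lay at percentile 17.8. The 2-cell list ranged from 0.70 to 1.27 and the STAT3 list from 0.028 to 0.49 without replicate 1 or 2.

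The deposited series table holds no ratio and gave no value, the LIF ratio could not be computed, and a slide block was not possible. The log ratio of each array is already the paired difference between LIF-siRNA and scrambled siRNA, so limma's test is a paired one, with no further block to add. The median signal over local background of the gene spots was lowest in the Cy3 channel of array 2, at 4.83.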

Differences from the paper's values

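The 4 further rules for calling genes that are set beside the paper's values below were chosen after seeing the values, and not all of them reach those values.

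Table 2 gives SOX2 position 3 among the down-expression genes, the paper's value, and it was at position 6 here by mean ratio. Of the alternatives set before the data were examined, only that without replicate 2 came within 1.5 times, at position 2. The others gave 6, 10 or 44. Table 2 gives CST9 position 4 among the up-expression genes, the paper's value, against 2 here. Normexp and loess (5), no intensity threshold (6) and probes well above background (6) came within 1.5 times, and the other alternatives set in advance, with 2 or 13, did not. The rules chosen after seeing the values gave SOX2 at 3, or 2 with a p under 0.01, and CST9 at 4.

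The paper counts GJB5, CYP39A1, FABP2 and EGF among the genes that met its criteria, and here none of the 4 had a mean signal above 1000. All 9 genes of Table 2 were called without the intensity threshold, with probes well above background in its place, and under 3 of the 4 rules chosen after seeing the values. The rule with a p under 0.01 called 8. The paper calls the 9 genes significantly varied. In limma's test 0 of the 9 were called over all probes, 5 under normexp and loess, 9 with median centring, 9 with an intensity trend, and 5 of the 5 tested among probes past the intensity threshold. Adjusted p for EGF ranged from 1.58e-10 to 0.157 over the settings that tested it.

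The paper's counts are 153 up-expression and 216 down-expression genes, within 1.5 times of the 188 and 191 found here. Near counts do not mean the same genes, since 87 of the 153 entries of S3 Table were among these 188. The rule with a log ratio p under 0.05 on both arrays, no intensity threshold and only clones with a UniGene cluster returned 153 and 216, but it was chosen after seeing the values. Under it BRCA2 was at position 106, GJB5 at 28 and PDGFRA at 164, where the paper's Table 2 has 107, 29 and 166 and its S3 Table numbers BRCA2 106. With clones without a UniGene cluster kept, the same rule, also chosen after seeing the values, returned 154 and 219 genes and all 9 positions of Table 2. The paper gives 9652 fragments on the array, and 9651 spots were found.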

Other observations

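The tests of the calling rule and the positions it gives, the signal threshold, dim spots that go opposite ways and the cluster of probes were chosen after the results had been seen, and the tests of blank spots, neighbors and dyes were set beforehand.

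The ratios in S3 Table equal those of array 1 for 153 of 153 entries. Of these entries, 63 had every processed signal at or below the intensity threshold in both channels of both arrays, which argues against that threshold having been applied to the processed signals. A candidate explanation is that genes were called by the ratio and the software's p on both arrays. Such a rule gave 216 down-expression genes, the paper's number, but 4 rules were tried, and clones without a UniGene cluster were left out only after 154 and 219 had been seen beside the paper's 153 and 216. The match in these counts is therefore no independent evidence for leaving those clones out, although the 153 entries of S3 Table are the 153 up-expression genes of that rule and S3 Table numbers BRCA2 106, as that rule does. With those clones kept, ranking by the ratio of array 1 put 9 of 9 genes of Table 2 at the positions Table 2 gives, including BRCA2 at 107 and all 4 down-expression genes, which S3 Table does not cover. The positions had not been used to choose the rule, although they depend in part on the counts that were. With those clones left out 6 positions were equal, with no p 4 and with a p under 0.01 2. These positions are consistent with genes called by the ratio and a p under 0.05 on both arrays, as a hypothesis, and whether such clones were left out differs between Table 2 and S3 Table. Of the 188 up-expression genes by the stated criteria, 101 are not in S3 Table, and of these 66 had a ratio of at most 2 on array 1 and 35 on array 2. Entry 31 (EGF) carries the UniGene cluster of the array's EGFR spot, while its ratio is that of the EGF spot.

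EGF was among the genes called from dim spots. Of the gene spots not past the intensity threshold, 153 passed the ratio and the p on both arrays in the same direction and 5 in opposite directions, which argues against random noise of single spots, since noise would give both about equally. Of the 3219 gene spots with every processed signal at or below 300, EGF among them, 1.34% passed, without a count of opposite directions. The share was 2.94% of all 5203 dim gene spots and 0.0% of the 664 blank spots. This decides little, because the software had set 75.9% of the blank spots to a log ratio of 0 on both arrays, and blank spots carry no DNA that could bind unrelated transcripts. Background binding that repeats on both arrays stays open.

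The ratios that repeat on both arrays could come from position, since the layout is the same. Neighboring spots had a Pearson r of 0.0431 over 6290 pairs, above the range of random placement (-0.0241 to 0.0226) but far below the 0.639 between arrays, which argues against position as the whole cause. The limit for this reading was not fixed in advance. The arrays with swapped dyes numbered 0, so dye bias of single clones and an effect of LIF-siRNA cannot be told apart for these ratios.

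In the plot of the arrays against each other, 281 probes lay in a narrow band, with a log2 ratio between 0.45 and 0.8 on array 1 and above 1 on array 2. The limits were drawn after the plot was seen. The same region with the arrays exchanged held 90 probes, with the signs exchanged 136, and with both exchanged 85. EGFR and CSF2 lay within these limits and none of the genes of Table 2 did. The same limits held 44 of the 188 up-expression genes. Its median log2 ratio was 0.62 on array 1 and 1.47 on array 2. Under normexp and loess these medians were 0.46 and 1.16. The region itself then held 175 probes, against 48, 70 and 48 in its mirror regions, and under median centring 300, against 85, 165 and 60, which argues against the software's normalization as the whole cause. The source of the band was not identified, and no biological explanation was tested. As the mirror regions also hold probes, part of the probes would lie there without any band, and whether EGFR and CSF2 belong to it was not tested.

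Of the other genes the paper names, MAP2K1 had a log2 ratio of 0.18 on array 1 and 0.24 on array 2, and CSF2 0.58 and 1.84 (adjusted p = 0.108 from limma). IGF2 was not well above background in either channel. TGF alpha, chosen after its values were seen, had a log2 ratio of 1.86 on array 1 and 1.62 on array 2 (adjusted p = 0.058 from limma). It was not well above background in the Cy3 channel on either array, and its mean under normexp and loess was 0.43. The software's p of its ratio was 0.33 on array 1 and 0.309 on array 2.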
